A study of Homo sapiens with 9 samples. Its data were reported in "SF3B1 homeostasis is critical for survival and therapeutic response in T cell leukemia" (2022).

How the data were processed

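Gene expression was measured by poly(A) RNA sequencing in CUTLL1, an established human T cell acute lymphoblastic leukemia line, after 24 hours with the solvent DMSO or with the SF3B1 inhibitor E7107 at 1.5 nM or 3 nM. The labels placed 3 libraries in each of the 3 groups. Whether replicates are biological or technical is left open by the series text. The spread between them was small (median SD 0.07 on the log2 scale in either table; with counting noise taken out by edgeR, a median gene-wise coefficient of variation of 2.2%), so the SDs, p-values and counts of genes describe differences between these libraries and do not show how far other cultures would agree. The sequencing layout was described differently in different places: the series text and the study's methods named unstranded paired reads, whereas the sample protocol named strand-specific single reads. The strandedness used in counting was not stated, and a test that bears on it is given among the closing observations.

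The authors deposited 2 tables, each with the 3 DMSO libraries and the 3 libraries of 1 dose. Per the file headers, the reads were counted with HTSeq and compared with edgeR. The per-library columns of the authors' tables held CPM, the reads of a gene scaled to a common library total. In every library all values were whole multiples of a single step, so the reads counted to genes could be recovered, and 100.0% of the values came out whole. The recovered totals ranged from 13256799 to 43747818 reads per library. A CPM column added up to between 99.737% and 99.768% of its total, the remainder being genes the authors had left out for low expression. The lowest mean over the 6 libraries was 0.521 CPM in the 1.5 nM table and 0.484 CPM in the 3 nM table. The DMSO columns of both tables were identical (largest difference 0.0). No per-sample column was left without a sample. The authors' log2 fold changes carried a further composition scaling that the deposited CPM did not. Their p-values were taken as those of a likelihood ratio test, because such a test gave counts close to their flags, as reported below. Other edgeR tests with the same scaling and no filter were not compared with the flags, so this origin is an inference. In the authors' deposited table the higher and lower flags followed an adjusted p-value under 0.01 and the sign of the log2 fold change, with 0 exceptions. At these depths 3 reads, the limit that a count of 0 allows, corresponded to between 0.0686 and 0.226 CPM. Such floors cover counting error alone, because the reads carried no molecular identifiers.

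Each dose was compared with DMSO within its own table by limma-trend (limma 3.58.1 in R 4.3.3; lmFit and eBayes with a trend and without robust fitting, two-sided). Values were taken as log2(CPM + 0.5), and genes with a mean of at least 1 CPM over the 6 libraries were tested. P-values were adjusted by the Benjamini-Hochberg method, with 0.01 as the threshold, which is the one the study used. Fold changes on this scale understate the change of genes with low expression. No block was fitted. The doses were compared with each other in 1 fit over all 9 libraries, after edgeR's trimmed mean of M values (TMM) scaling over the 9. The design had named the per-library values as CPM, so the planned test was kept.

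Gene lists were tested with camera, with its preset correlation between genes of 0.01, in the same model and against all genes tested. The 5 lists of the comparisons covered the DNA damage response, 25 DNA damage response genes that the study names, DNA replication, RNA processing and the U2 complex. The study picked the second list on these libraries, so it is not independent evidence. Their 10 tests, over both doses, were adjusted together with 0.05 as the threshold. A further 6 lists (p53 targets, nonsense-mediated decay targets, NOTCH1 targets, mitochondrial protein-coding genes, S-phase genes and G2-M genes) were used in the closing observations and their 12 tests were adjusted together. The S-phase and G2-M lists were written after some of their genes had been seen, and the other lists before the data were examined.

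The genes named were set by a rule fixed before the data were examined. They are SF3B1, the genes that the study's Results name in connection with E7107, and the 5 highest and 5 lowest log2 fold changes at 3 nM among protein-coding genes with a mean of at least 10 CPM. The last set had to pass the threshold at both doses with the same sign, and every treated library had to lie beyond every DMSO library in both tables. A gene that the rule covers is not reported here.

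Because both doses share the DMSO libraries, their agreement was set beside 20 simulations in which neither dose had an effect (negative binomial reads at the real means, depths and gene-wise dispersions). Another 20 simulations kept the measured means, except that genes whose changes had opposite signs at the 2 doses had the smaller change set to 0. The tests were first tested on simulated data in which 200 genes had been changed by known amounts. Of the 192 changed genes that passed the expression filter, limma-trend called 91.7% in the right direction among 14967 genes tested, with 1 unchanged gene called. In the comparison between the doses over 9 libraries, where the simulated changes were 0.5 times as large, 73.4% of the 192 were called in the right direction among 14968 genes tested, with 2 unchanged genes called. Few genes were changed in these simulated data, in both directions, whereas most genes were called in the real libraries. False calls from scaling under so wide a change were therefore not measured by this test.

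The alternatives were other pseudocounts, other filters on low values, other scalings, count models on the recovered reads (edgeR 4.0.16 by quasi-likelihood and by likelihood ratio, and DESeq2 1.42.0 by its Wald test), a block for the replicate number, the omission of each library in turn, other thresholds, and camera with an estimated correlation or fry in place of camera. TMM scaling of each table, thinning of the reads to the shallowest library, a test against a log2 fold change of 0.3, the omission of libraries for the correlation of the doses, and the likelihood ratio test with TMM scaling and no filter were added after seeing the data.

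Gene structure and GC content came from GENCODE release 44 mapped to GRCh37, by the canonical transcript of each gene. Of the 16298 gene identifiers in the tables, 15829 (97.1%) matched, and the coordinates of 100.0% of the matched genes overlapped between the tables and GRCh37. Coordinates are those of the authors' tables. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps. Splicing, which needs reads or junction counts, was not analysed here.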

Results

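To characterize how inhibition of SF3B1 changes the transcriptome of T cell leukemia, RNA was sequenced from CUTLL1 cells treated for 24 hours with DMSO, 1.5 nM E7107 or 3 nM E7107. SF3B1 is a core protein of the U2 small nuclear ribonucleoprotein, which recognizes the branch point of introns, and E7107 is a small molecule that binds SF3B1 and blocks this step. Each group held 3 libraries. The libraries held between 19614689 and 43747818 reads counted to genes in DMSO, between 14061016 and 30627269 at 1.5 nM and between 13256799 and 36109255 at 3 nM. Replicate 2 was the shallowest library of every group and replicate 3 the deepest. The 10 most abundant genes took 5.98% ± 0.12 of the reads in DMSO, 8.31% ± 0.10 at 1.5 nM and 8.19% ± 0.08 at 3 nM (SD, n = 3). Replicates differed by more than sampling noise in each of the 9 pairs within groups, with a chi-square per gene between 1.24 and 2.23 over at least 15353 genes. The median SD between replicates on the log2 scale was 0.07 in either table. The series text leaves open whether the replicates are separate cultures, so the SDs and p-values below cover the spread between libraries and not necessarily that between cultures.

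The first question was how many genes change at each dose. At 1.5 nM, 15146 genes were tested by limma-trend, of which 4693 were higher and 6411 lower than in DMSO at an adjusted p-value under 0.01. At 3 nM, 5736 of 15354 genes were higher and 6929 lower. These calls covered 73.3% and 82.5% of the genes tested. Most of the changes were small: 503 genes at 1.5 nM and 1470 at 3 nM were higher by at least 1 on the log2 scale, and 1025 and 2466 were lower by as much. The libraries of the 2 groups did not overlap for 79.8% of genes at 1.5 nM and 86.9% at 3 nM, where chance gives 10%. Among protein-coding genes, 3800 were higher and 5224 lower at 1.5 nM out of 11736, and 4430 were higher and 5612 lower at 3 nM out of 11817. Requiring a log2 fold change of at least 1 moved the counts most, to the values given above. Under TMM scaling, the scaling of the authors' own fold changes, the median log2 fold change moved up by 0.077 at 1.5 nM and 0.083 at 3 nM. The higher calls then made up 49.0% of all calls at 1.5 nM in place of 42.3%, and 49.5% at 3 nM in place of 45.3%. In the authors' deposited table, 5764 genes were flagged as higher and 5948 as lower at 1.5 nM, and 6858 and 6781 at 3 nM. None of the genes called here was flagged in the opposite direction there, and 10447 of the calls at 1.5 nM and 12213 at 3 nM were flagged the same way.

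The second question was whether the response depends on dose. Over the 14999 genes tested at both doses, the log2 fold changes had a Pearson correlation of 0.935 and a Spearman correlation of 0.928, across genes that are not independent replicates. Simulated doses without any effect, set against shared DMSO libraries, gave a Pearson correlation of 0.442 on average and no more than 0.457. The sign was the same for 88.4% of genes, against 64.8% in the simulations. Of the 10231 genes called at both doses, 10022 had the same sign, and 85.4% of these had the larger change at 3 nM. In the direct comparison of the doses over 9 libraries, 4634 of 15180 genes were higher and 4749 lower at 3 nM than at 1.5 nM (limma-trend, adjusted p-value under 0.01). Of these, 137 were higher and 265 lower by at least 1 on the log2 scale.

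**Figure D1:**
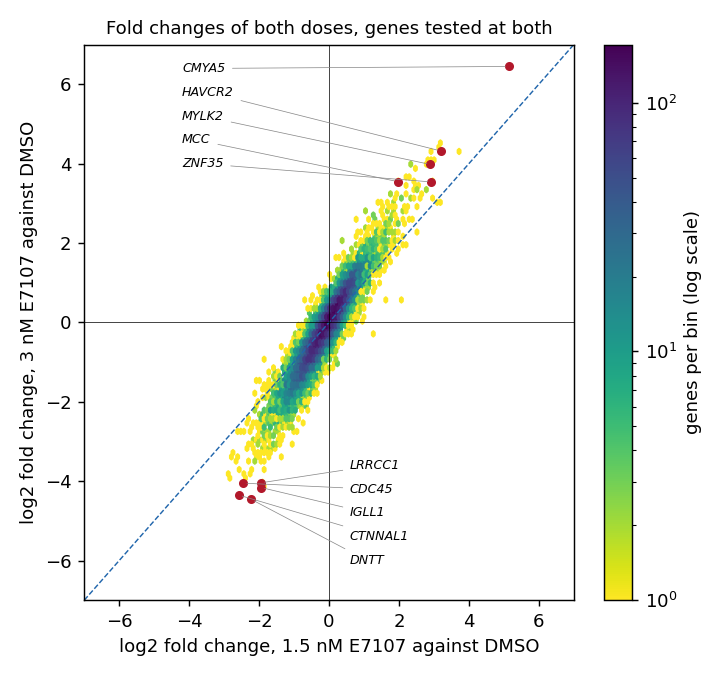
Log2 fold change against DMSO at 1.5 nM E7107 (x axis) and at 3 nM E7107 (y axis) for the 14999 genes tested at both doses, colored by the number of genes per bin on a log scale. Red points are the 5 highest and 5 lowest genes under the naming rule, and the dashed line marks equal change; all 10 lie farther from 0 at 3 nM than at 1.5 nM.

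The target of the drug was examined first. SF3B1 (ENSG00000115524; GRCh37 chromosome 2, 198254508 to 198299815, minus strand) had 928 ± 13.3 CPM in DMSO, 1020 ± 29.2 CPM at 1.5 nM and 1100 ± 22.7 CPM at 3 nM (SD, n = 3). Its log2 fold change was 0.14 ± 0.024 (SE) at 1.5 nM and 0.24 ± 0.021 at 3 nM, with limma-trend adjusted p-values of 4.03e-07 and 1.54e-13. All 3 treated libraries lay above all 3 DMSO libraries at either dose.

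Expression of DNA damage response genes that the study's Results name in connection with E7107, for expression or for splicing, was next compared between groups. CHEK2 (ENSG00000183765; chromosome 22, 29083731 to 29138410, minus strand) fell from 76.8 ± 2.76 CPM to 39.1 ± 2.22 CPM at 1.5 nM and 29.2 ± 1.6 CPM at 3 nM, with log2 fold changes of -0.97 ± 0.041 and -1.38 ± 0.041 (SE; limma-trend adjusted p-values 3.16e-28 and 1.13e-28). FANCD2 (ENSG00000144554; chromosome 3, 10068098 to 10143614, plus strand) fell from 198 ± 2.27 CPM to 119 ± 1.87 CPM and 58.9 ± 0.906 CPM. At 3 nM the log2 fold change of FANCD2 was -1.74. ATM (ENSG00000149311; chromosome 11, 108093211 to 108239829, plus strand) fell from 280 ± 0.871 CPM to 143 ± 3.09 CPM at 1.5 nM and 137 ± 2.3 CPM at 3 nM, and the doses did not differ from each other (adjusted p-value 0.222, limma-trend). CHEK1, ATR, FANCA and FANCG were also lower at both doses, with log2 fold changes at 3 nM of -0.96, -0.55, -0.52 and -0.91. Of the exonic length of FANCA, 19.6% overlaps ZNF276 on the other strand, so its value is uncertain. GTF2H1 was not called at 1.5 nM (log2 fold change -0.06, limma-trend adjusted p-value 0.113), where the sign changed under TMM scaling, and was lower at 3 nM (-0.31, 1.14e-10). GTF2H2C did not differ from DMSO at 1.5 nM (38.1 ± 1.67 against 38.2 ± 1.59 CPM, adjusted p-value 0.947, limma-trend) or at 3 nM (38.8 ± 0.738 CPM, 0.6). Its reads can be shared with the near-identical copies GTF2H2 and GTF2H2B, so its level is uncertain.

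Among the 6538 protein-coding genes that met the naming rule, 2772 were higher and 3766 lower. The 5 lowest at 3 nM were DNTT, CTNNAL1, IGLL1, CDC45 and LRRCC1. DNTT (ENSG00000107447; chromosome 10, 98064085 to 98098321, plus strand) fell from 195 ± 2.78 CPM to 41.4 ± 1.25 CPM at 1.5 nM and 8.43 ± 0.219 CPM at 3 nM, a log2 fold change of -2.22 ± 0.033 and -4.46 ± 0.04 (SE). The other 4 had log2 fold changes at 3 nM of -4.35, -4.16, -4.05 and -4.04. The 5 highest were CMYA5, HAVCR2, MYLK2, MCC and ZNF35. CMYA5 (ENSG00000164309; chromosome 5, 78985700 to 79096063, plus strand) rose from 4.84 ± 0.575 CPM to 188 ± 0.441 CPM and 464 ± 15 CPM, a log2 fold change of 5.15 ± 0.053 and 6.45 ± 0.047 (SE). The other 4 had log2 fold changes at 3 nM of 4.32, 3.98, 3.55 and 3.54. HAVCR2 had 0.513 ± 0.042 CPM in DMSO, close to the pseudocount, so its fold change is understated. Each of these 10 genes also differed between the doses, with limma-trend adjusted p-values between 1.77e-43 for DNTT and 1.09e-09 for ZNF35.

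**Figure D2:**
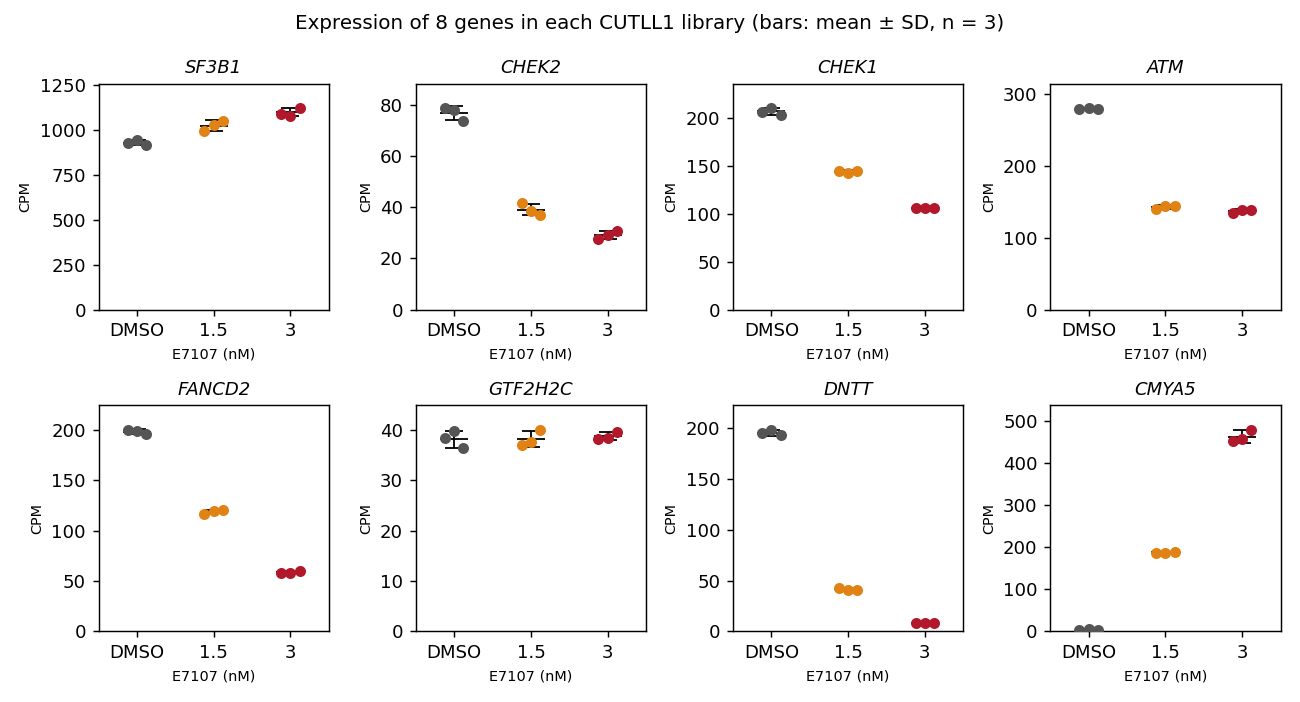
CPM (y axis, from 0) of 8 genes in each library of the DMSO, 1.5 nM and 3 nM E7107 groups, with the mean and SD of 3 libraries. CHEK2, CHEK1, FANCD2 and DNTT fall with dose, CMYA5 rises, ATM falls alike at either dose, and the libraries of GTF2H2C overlap between the groups.

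To ask whether whole gene families shift, lists were compared with all genes tested. Relative to the median of all genes (-0.07 at 1.5 nM and -0.08 at 3 nM), the median of the DNA damage response list stood at -0.33 at 1.5 nM and -0.62 at 3 nM on the log2 scale (camera, adjusted p-values 1.73e-08 and 4.47e-09 over 10 tests). Of its 176 genes tested, 127 were lower and 30 higher at 1.5 nM, and 133 were lower and 30 higher at 3 nM. The counts adjusted over the list alone were the same. A list of 25 DNA damage response genes that the study names, which does not hold FANCG, GTF2H1 or GTF2H2C, stood at -0.53 and -0.95 (camera, adjusted p-values 1.7e-06 and 4.03e-07). Of these, 20 were lower and 4 higher at 1.5 nM, and 22 were lower and 3 higher at 3 nM, with the same counts adjusted over the list alone. Because the study picked those genes on these libraries, they are not independent evidence, and the list leaves out some of the affected transcripts that the study counts. The DNA replication list, with 64 genes of which 13 are also in the DNA damage response list, stood at -0.86 and -1.48 (camera, adjusted p-values 4.21e-18 and 3.83e-16). Of its genes, 56 were lower at 1.5 nM and 59 at 3 nM, before and after adjustment over the list alone. With the correlation between genes estimated from the data in place of the preset, the calls held for the DNA replication list at both doses (adjusted p-value 0.0248 at either dose) and for the DNA damage response list at 3 nM (0.0248), and were lost for the DNA damage response list at 1.5 nM (0.0509) and for the genes that the study names at both doses (0.088).

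The RNA processing list did not differ from all genes at 1.5 nM (-0.02, camera adjusted p-value 0.704) or at 3 nM (0.02, 0.884). Its 142 genes went both ways, with 46 higher and 72 lower at 1.5 nM, and 56 higher and 66 lower at 3 nM. Adjusted over the list alone, 47 were higher and 72 lower at 1.5 nM, and the counts at 3 nM did not change. The U2 list, with 11 genes, did not differ from all genes at 1.5 nM (0.02, camera adjusted p-value 0.714) or at 3 nM (0.26, 0.48), with 5 higher and 5 lower at 1.5 nM and 7 higher and 4 lower at 3 nM, also when adjusted over the list alone. Fry, which asks whether the genes of a list move in a common direction and does not set them against other genes, gave calls for the 3 lists that fell and for the RNA processing list, all downward, at either dose. It gave an upward call for the U2 list at 3 nM (adjusted p-value 0.011) but not at 1.5 nM (0.33).

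**Figure D3:**
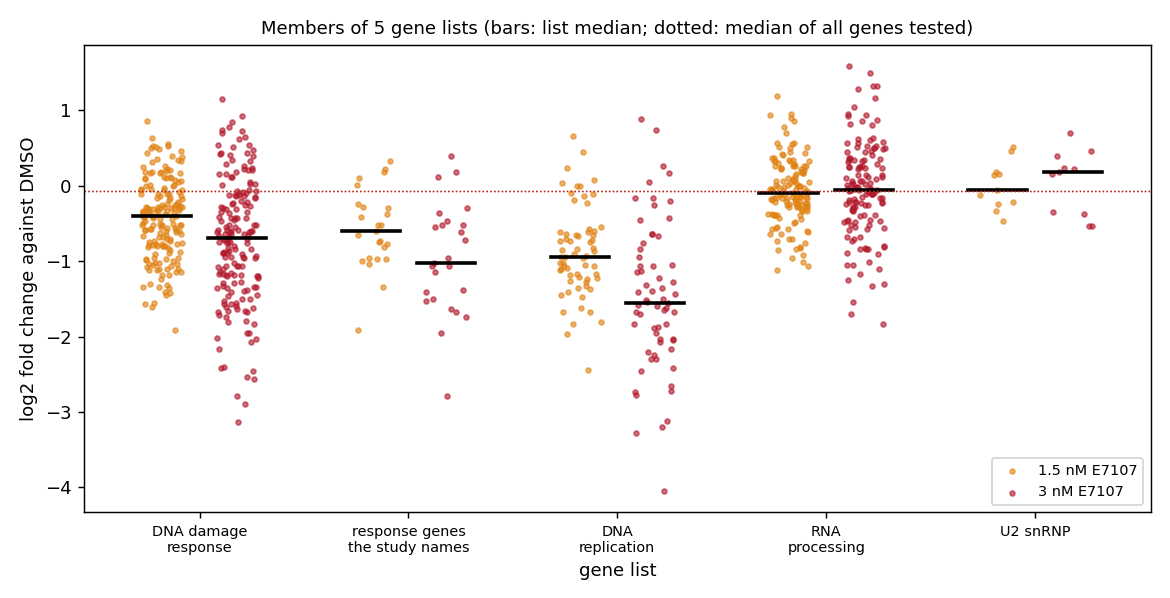
Log2 fold change against DMSO (y axis) of the members of 5 gene lists (x axis) at 1.5 nM and 3 nM E7107, with black bars for list medians and dotted lines for the median of all genes tested. The DNA replication list lies lowest, at a median of -0.94 at 1.5 nM and -1.55 at 3 nM, and the RNA processing list lies at the level of all genes.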

Values the study reported

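The study reported 44 affected transcripts of the DNA damage response under E7107.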

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

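The test on scaling was chosen before the result was seen, although the share that would count as few genes kept was not set in advance, and the test on noise was chosen after, in place of simulated doses without any effect, which gave 0 calls at both doses and so decide nothing. Genes that passed the threshold at both doses but in opposite directions were singled out because the effects of the doses differ from each other. There were 209 such genes among the 10231 called at both doses, and in the direct test over 9 libraries all 209 differed between 3 nM and 1.5 nM (limma-trend, adjusted p-value under 0.01). Of these, 102 were higher at 1.5 nM and lower at 3 nM, and 107 the other way. Their changes were small, with a median size of 0.18 at 1.5 nM and 0.20 at 3 nM on the log2 scale. Noise between libraries, in the shared DMSO libraries among them, is argued against as the whole cause. In 20 simulations the 1774 genes with opposite signs had an effect at 1 dose only, so that noise alone gave the other sign, and these gave at most 7 opposite calls among at least 9974 genes called at both doses. The simulated noise is that seen between these libraries, so a difference of the DMSO cultures as a whole, shared by the 3 libraries, stays open. The choice between CPM and TMM scaling is argued against as the whole cause. Under TMM scaling over the 9 libraries, 95 of the 209 genes kept opposite calls. Both scalings measure a gene relative to the other RNA of its library. A difference between the groups in total RNA per cell was therefore not tested and stays open. Which genes are singled out does depend on the scaling: under TMM 210 genes had opposite calls, of which 115 were not among the 209. For the 114 genes that lost opposite calls, the larger of the 2 changes was still called with its sign in 75, so that there the scaling decides the smaller change. A difference in the response of these genes to the dose stays open, as a hypothesis found on the same data, and so does a later stage of the same response at 3 nM, which a single time point cannot separate from dose.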

How the results depend on the processing

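The counts of genes called depended little on the tool. Across pseudocounts, filters, scalings, count models, thinned reads, the block and the omission of single libraries, each of the 6 counts stayed within a factor of 1.5 of the value reported. The count models gave 4786 higher and 6486 lower genes at 1.5 nM, and 5840 and 7025 at 3 nM, by edgeR's quasi-likelihood test on the recovered reads. The likelihood ratio test with TMM scaling and no filter, chosen after seeing the data, gave 5784 and 5966 genes at 1.5 nM, and 6867 and 6800 at 3 nM, within 20 genes of the flags in the authors' deposited table.

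The counts against DMSO moved by more under a minimum size of change. With a log2 fold change of at least 1 required, 503 genes were higher and 1025 lower at 1.5 nM, and 1470 were higher and 2466 lower at 3 nM. The test against a log2 fold change of 0.3, chosen after seeing the data, gave 2149 higher and 3626 lower genes at 1.5 nM, and 3779 higher and 5038 lower genes at 3 nM, the last within a factor of 1.5 of the value reported. Fewer genes pass by construction, since the spread between replicates was small enough for changes far below these sizes to be called.

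Leaving out single libraries gave from 4443 to 4554 higher and from 6099 to 6321 lower genes at 1.5 nM over 6 fits, from 5453 to 5688 higher and from 6655 to 6961 lower genes at 3 nM over 6 fits, and from 4263 to 4694 higher and from 4391 to 4730 lower genes between the doses over 9 fits. The correlation of the doses ranged from 0.931 to 0.935 over the 9 fits, and kept within its jackknife error of 0.0049 under the other pseudocounts, filters and scalings tried. None of the 5 lists of the comparisons changed its direction or its side of the threshold when a library was left out; the 6 further lists were not tested this way.

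The list calls depended on how the correlation between genes was treated. With the correlation estimated from the data, the DNA damage response list at 1.5 nM (-0.33, adjusted p-value 0.0509) and the genes that the study names at 1.5 nM (-0.53, 0.088) and at 3 nM (-0.95, 0.088) no longer passed. With fry, the RNA processing list passed downward at 1.5 nM (-0.0206 relative to all genes, adjusted p-value 5.09e-05) and at 3 nM (0.0234, 0.00017), and the U2 list passed upward at 3 nM (0.26, 0.011). At 3 nM the direction by fry is the reverse of the median of the RNA processing list relative to all genes. Fry tests the members against no change and not against other genes, and the median of all genes was itself below 0; what else sets the tests apart was not tested.

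Among the named genes, the sign changed only where the gene was not called. GTF2H1 at 1.5 nM had a log2 fold change of 0.0195 under median-of-ratios scaling and 0.0167 under TMM scaling. Over the 6 fits that each left out a library, GTF2H2C ranged from -0.0299 (without 1.5 nM E7107 replicate 3) to 0.033 at 1.5 nM, where it was also -0.0293 without DMSO replicate 3, and from -0.00883 (without DMSO replicate 3) to 0.0534 at 3 nM. In GTF2H1 the scaling itself adds the difference, and in GTF2H2C the cause was not tested.

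The labels give the groups the same replicate numbers, and the values gave no clear sign that the numbers pair the libraries. Replicate 2 was the shallowest and replicate 3 the deepest library of every group, so shared handling stays open. Over 9744 genes, the deviations of same-numbered libraries from their group means had correlations of 0.034, -0.0003 and -0.22 between DMSO and 1.5 nM, 0.011, -0.056 and -0.17 between DMSO and 3 nM, and 0.11, 0.0018 and 0.24 between the doses. With the replicate block, 4683 genes were higher and 6422 lower at 1.5 nM, 5738 were higher and 6913 lower at 3 nM, and 4642 were higher and 4757 lower between the doses. The replicate block changed no call of the 5 lists or of a named gene. No block was fitted for the correlation of the doses, which comes from no test.

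Scaling to the total over the genes in the table moved the median log2 fold change against DMSO by less than 0.001, so it says little about stability there. Between the doses, where it takes the place of TMM scaling, 4334 genes were higher and 5012 lower. Depth limits low genes: the shallowest library had 13256799 reads, where 3 reads are 0.226 CPM, and genes below a mean of 1 CPM were not tested.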

Other observations

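The tests on introns as a cause, on the cell cycle, on mitochondrial RNA and on NOTCH1 targets were chosen after the result was seen, and those on GC content, transcript length, expression, antisense genes, p53 and nonsense-mediated decay before.

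Of the 10 ways to split 6 libraries into 3 and 3, the real split alone gave as many genes as reported, 1 of 10 at 1.5 nM, 1 of 10 at 3 nM and 1 of 10 between the doses. The other 9 splits gave 0 genes each, and at an unadjusted p-value under 0.05 at most 34, 12 and 275 genes, against 12124, 13406 and 10935 in the real splits. Each of the other 9 splits mixes the real groups, so the difference between them widens the spread within the split groups. Few calls there follow by construction. With 10 splits the share cannot go below 0.1, so chance in the grouping cannot be told apart by this count alone.

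Of the DNA damage response list, 163 genes were called in either direction at 3 nM. That is higher than the value quoted from the study above. With a log2 fold change of at least 1 also required, 65 genes of the list were called at 3 nM and 29 at 1.5 nM. The count here therefore depends on the threshold. The study's text does not state the threshold of its own count, and its figure covers both doses. How far the difference comes from the threshold, the dose or the list used was not tested.

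The 3 nM table held 1790 genes of the antisense class. For 271 of them at least 80% of the exonic length lies inside exons of a gene on the other strand. Their CPM in DMSO was 1.81 times what the read density of that gene would give (median; quartiles 1.20 and 2.65), and 93.0% were above a ratio of 0.5. The authors' log2 fold changes of the antisense gene and of the gene across from it had a Spearman correlation of 0.92. These values are in line with unstranded reads having been counted by strand, so that antisense genes may carry the reads of the gene across from them. A strand-specific library, as the sample protocol describes, would have given a small share. Calls for antisense genes, and the levels of genes that overlap on opposite strands, are uncertain for this reason. A biological explanation for the antisense levels was not tested.

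Genes with many introns per kilobase of transcript were lower under E7107 relative to genes with few, whose median changed little. Over 11499 protein-coding genes (98.6% of those tested at both doses), the Spearman correlation of the log2 fold change with introns per kilobase was -0.184 at 1.5 nM and -0.203 at 3 nM. Comparing each library with the other 2 of its own group gave between -0.09 and 0.112 over 9 comparisons. Over 5 bins of equal gene number, from the fewest to the most introns per kilobase, the median log2 fold change at 3 nM fell from 0.06 to -0.40. GC content, transcript length and mean expression are argued against as the whole cause, because the correlation at 3 nM was -0.203, -0.168 and -0.214 with each of these held fixed, outside the range within groups. An effect that grows with the number of introns is argued against in its simplest form too. The 209 genes without introns other than histone genes had a median log2 fold change of -0.08 at 3 nM, against 0.07 for the 2080 other genes of the lowest bin (difference -0.153, 95% bootstrap interval -0.301 to -0.013), where such an effect would put them highest. The genes without introns still lay above the median of all 11499 genes (-0.12) and of the bins with the most introns per kilobase (-0.24 and -0.40). The comparison therefore speaks against such an effect within the lowest bin only, and GC content, transcript length and expression were not held fixed in it. What distinguishes the genes of the lowest bin stays open.

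S-phase genes were lower and many G2-M genes higher under E7107. The S-phase list stood at -1.07 relative to all genes at 1.5 nM and -1.72 at 3 nM, with 42 of 43 genes lower at either dose. The G2-M list stood at 0.26 and 0.46, with 39 of 53 genes above the median of all genes at 3 nM (camera, adjusted p-value 9.72e-05 over 12 tests). A larger share of cells in G2-M is a candidate explanation for both shifts, and the rise of 0.457 as a set is consistent with it. The members went both ways, with 31 called higher and 16 lower at 1.5 nM, and 33 higher and 14 lower at 3 nM, HMMR falling at both doses. Introns per kilobase of the members are argued against as the cause: the list has more introns per kilobase than all genes (median 4.19 against 2.77), and its members stood 0.672 above the median of all genes in their bin. Within the list the correlation with introns per kilobase was -0.224 (permutation p-value 0.114). With the correlation between genes estimated, neither list passed (adjusted p-values 0.0807 for S phase and 0.151 for G2-M at 3 nM). Cell counts by cycle phase were not used here, but the study reported them. By DNA staining and flow cytometry it found a G2-M arrest in CUTLL1 cells under 3 nM E7107, with the same treatment time. How much of either shift that arrest accounts for was not tested. Of the S-phase list, 19 genes are also in the DNA replication list and 12 in the DNA damage response list, so these lists are not separate evidence.

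The mitochondrial ribosomal RNA genes were chosen after their values were seen. MT-RNR2 had a log2 fold change of 1.31 at 1.5 nM and 1.40 at 3 nM, and MT-RNR1 had 1.3 and 2.13. The 13 mitochondrial protein-coding genes had a median of 0.33 at 1.5 nM and 0.225 at 3 nM, with 12 and 10 of them higher (camera, adjusted p-values 2.71e-05 and 0.00583; with the correlation between genes estimated, 0.24 and 0.362, so the calls were lost). A general rise of mitochondrial RNA is therefore argued against as the whole cause. How far polyadenylation of these RNAs, their carry-over in poly(A) selection or reads shared with nuclear copies contribute was not tested.

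The early T cell genes DNTT, PTCRA and IGLL1 were chosen after their values were seen. They were lower at 3 nM with log2 fold changes of -4.46, -2.54 and -4.16. Lower NOTCH1 target expression is a candidate explanation for PTCRA, since the NOTCH1 target list without PTCRA fell as a set (camera p-value 0.000204 at 3 nM, 10 of 11 genes lower). DNTT and IGLL1 are not in the list, so its fall does not tie them to NOTCH1. With PTCRA the list stood at -0.65 and -1.07 relative to all genes (adjusted p-values 7.23e-05 and 0.000149). With the correlation between genes estimated, the list did not pass (adjusted p-values 0.0845 and 0.117), and without PTCRA the unadjusted p-value at 3 nM was 0.046, so the fall of the set depends on how that correlation is treated. NOTCH1 itself is in the list and was lower. A general loss of short-lived transcripts was not tested.

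The p53 target list did not pass by camera at 1.5 nM (0.25, camera adjusted p-value 0.0772) or at 3 nM (0.20, 0.175), with 11 genes higher and 6 lower of 25 at 3 nM. By fry, which does not set the members against other genes, the list passed upward (adjusted p-values 0.000291 and 5.75e-05). A p53 response to DNA damage cannot be told apart from no response, because the members go both ways and the tests disagree. The nonsense-mediated decay target list did not pass by camera either (0.07, 0.0745 at 1.5 nM; 0.14, 0.204 at 3 nM), with 11 genes higher and 12 lower of 27 at 3 nM, and passed upward by fry (5.75e-05 and 6.3e-06). Whether the decay machinery is less active on its usual targets cannot be told apart from no change for the same reason.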
